A study of Mus musculus with 37 samples. Its data were reported in "Maternal SMCHD1 regulates Hox gene expression and patterning in the mouse embryo" (2022).

How the data were processed

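Tailbud tissue of 37 mouse embryos at embryonic day 8 to 8.5 was profiled by RNA-seq, one library per embryo. Embryos were dissected with 6 to 11 somites, the paired blocks of mesoderm that form one after another and so date an embryo. The labels give each embryo's genotype, somite number, sex and replicate number. Smchd1^wt embryos served as controls. Smchd1^matΔ embryos (also matdel in the labels) came from mothers whose oocytes lacked SMCHD1, a chromatin protein that acts in gene silencing, because an MMTV-Cre transgene had deleted the gene. They inherited a deleted maternal allele and an intact paternal one, so both the oocyte supply and the maternal copy were missing. Genotype and somite number make 12 groups at 6 somite stages. The replicate numbers were taken from the labels.

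Per the labels and the study's methods, the authors extracted total RNA, prepared poly(A) libraries with either an unstranded or a stranded TruSeq kit, sequenced single-end reads on the Illumina NextSeq platform, trimmed them with TrimGalore, mapped them to the GRCm38 genome with HISAT2 and quantified genes in SeqMonk. Which kit made which library was not stated. The main table holds the authors' raw counts per gene, which are whole numbers that were not normalised. A further deposited table holds the authors' log2 RPKM values of the Hox genes, corrected by them for library size and transcript length. How a gene with 0 counts was given a log2 RPKM value was not stated. Another deposited table lists the p-values, false discovery rates and log2 fold changes of the genes the authors called with edgeR inside SeqMonk. Genes past the authors' threshold alone are listed there, and the model was not stated. That table was used to describe which genes it lists, to compare their direction and p-values with the fits made here, and in writing and dividing the erythroid marker list.

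The count table has 35591 rows, of which 49 carried an identifier that another row with more counts also carried. These were dropped, leaving 35542 genes. Gene names that a spreadsheet had turned into dates (27) were restored from their identifiers. Coordinates are those of the deposited table. Of its identifiers, 35506 are in GENCODE M21, and 35333 of these have the same start and end there. No per-sample column was left unused. Whether the counts use strand was checked on 189 genes with at least a share of 0.5 covered by exons of a gene with over 30000 counts on the other strand. If reads are counted on both strands, such a gene should collect the reads of the covered part, and the ratio of found to predicted counts had a median per embryo of 0.908 to 1.08. The counts therefore act as not strand-specific, and values of overlapping or antisense genes are uncertain. Within each group, pairs of libraries were compared by a chi-square test over genes with at least 20 counts in the pair. The statistic per degree of freedom was 5.12 to 72.3, so no pair agreed within sampling noise and every library was counted as its own replicate.

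Total counts per library, in units of 1e6 counts, were 3.06 to 80.6 (median 12) in Smchd1^wt and 0.916 to 30.2 (median 14.2) in Smchd1^matΔ embryos. Reads carry no molecular identifiers, so a floor of 3 counts, used where a gene had 0 counts, covers counting error only. CPM values (counts per 1e6 counts) were computed with the TMM normalisation of edgeR.

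Genes were tested on the deposited counts with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) after filterByExpr with a minimum count of 10 and TMM normalisation, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value. A single stage was fitted on the embryos of that stage with genotype alone. The windows of 6 to 8 and 9 to 11 somites, and all 37 embryos, were fitted with somite number as a factor and sex as covariates. Further fits tested the difference in genotype effect between the windows, the slope on somite number in the 21 Smchd1^wt embryos, the difference in that slope between genotypes, and sex. All tests were two-sided. For log2 CPM values a prior count of 2 was added.

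Hox genes with a mean of at least 10 raw counts over all embryos were taken as expressed. The score of an embryo was the mean of the deposited log2 RPKM over the expressed genes of a class (Hox1-9, Hox2-7 or Hox10-13). Embryos, not genes, were the replicates. The labels name no mother or litter. In the study's control and deletion crosses all embryos of a litter share a genotype, so litter effects cannot be separated from genotype here. Differences between genotypes were tested by permuting embryos within each stage, by exact enumeration for single stages and windows and by 100000 random permutations for all stages and for the difference between windows, two-sided, and p-values were adjusted over the 13 score comparisons. Stage differences were averaged with weights given by the harmonic group size.

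Gene sets were tested with camera on voom values (limma 3.58.1) with an inter-gene correlation of 0.01, two-sided. The sets were the genes of chromosome X without Xist, in each sex, a list of 61 imprinted genes, and the clustered protocadherins. A somite number was estimated for each embryo from the 200 autosomal non-Hox genes with the smallest p-value for a linear slope of log2 CPM on somite number in Smchd1^wt embryos. Each Smchd1^wt embryo was left out of the fit that estimated it. On simulated data this recovered too little of a shift of 1 somite, so the estimates were rescaled by the line of the left-out Smchd1^wt estimates on counted somites. This step was added after the first estimates had been made. It leaves the p-value as it was.

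Groups, comparisons, tests, covariates, the set lists and most of the alternative settings were fixed before the data were examined. The alternatives were DESeq2 1.42.0 (its Wald test, or its size factors within edgeR), no filter on low counts, edgeR's exact test, a joint fit of all groups, sex added or removed, the replicate number as a block, X and Y genes left out, female embryos alone, libraries under 5e6 counts left out, a surrogate variable (sva 3.50.0), other gene filters and summaries for the Hox scores, 50 or 1000 genes for the somite estimate, and each embryo left out in turn. Chosen after the data were seen were the scores of 3 marker lists as covariates, the removal of a pair of libraries rich in counts at a ribosomal RNA locus, the share of counts at that locus as a covariate, and the embryos left out in turn for the gene sets. The marker lists hold 16 erythroid, 13 endoderm and 10 trophoblast genes and were written after a first look at the main axes of variation and at the authors' deposited table. A list score is the mean of log2(CPM + 1) over its genes.

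Smchd1, Xist, the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, and the Hox genes could be named whatever their result. Otherwise each comparison names up to 5 genes higher and up to 5 lower with the smallest adjusted p-values under 0.05. Genes named outside this rule are marked in the text.

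Apart from those at 7, 8 and 11 somites, the edgeR fits were checked on simulated data with 200 genes changed by known factors. These data were drawn from the means and library sizes of the real embryos. The fit of the 4 against 4 embryos at 6 somites recovered 76.7% of the 193 changed genes that passed its filter, with 1.99% of its calls false. The fit of the 3 against 2 embryos at 9 somites recovered 62% of 200, with 8.82% false. The fit of all stages recovered 95.5% of 198, with 5.97% false. With no simulated change 0 of 14633 genes were called. The permutation test of a score was checked on normally distributed scores at 9 to 11 somites, and called 5.0% of 200 simulations with no shift. After the rescaling, a shift of 1 somite in 3000 simulated genes was estimated as 0.998. Those genes were independent with normal noise and not drawn from the real embryos, so this does not give the precision in real embryos. Chromatin profiling, cell culture, in situ hybridisation and skeletal data of the study were not analysed here.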

Results

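RNA-seq was performed on tailbud tissue of 37 embryos to ask whether loss of maternal SMCHD1 alters gene expression, and Hox gene expression in particular, in the tissue that will form the vertebral column. The tailbud holds the presomitic mesoderm and the progenitors of the spinal cord and vertebrae. Gene expression was compared between somite-matched Smchd1^wt and Smchd1^matΔ embryos. There were 4 Smchd1^wt and 4 Smchd1^matΔ embryos at 6 somites, 4 and 3 at 7 somites, 3 and 2 at 8 somites, 3 and 2 at 9 somites, 4 and 3 at 10 somites, and 3 and 2 at 11 somites. The Smchd1^wt embryos were 13 females and 8 males, and the Smchd1^matΔ embryos 11 females and 5 males. All embryos with 6 somites, and all Smchd1^matΔ embryos with 8 or 9 somites, were female.

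Sequencing depth, in units of 1e6 counts, ranged from 0.916 to 80.6 per library. The shallowest libraries were Smchd1^matΔ replicate 3 at 6 somites with 0.916 and Smchd1^wt replicate 2 at 7 somites with 3.06. The labels name no batch. The share of counts at a ribosomal RNA locus on chromosome 17 (Gm42418 at 39846958 to 39848788 and CT010467.1 at 39848103 to 39848827, GRCm38) nevertheless set another pair of libraries apart. It was 2.77% in Smchd1^matΔ replicate 1 and 1.82% in Smchd1^matΔ replicate 2 at 6 somites, against 0.176% to 1.28% (median 0.418%) in the other 35 libraries. In the same libraries the 10 most counted genes took 8.37% and 7.04% of all counts, against 3.67% to 5.49% elsewhere. Because both belong to one group, a comparison of genotypes within this pair could not be made, and results at 6 somites are given with and without them.

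Sex labels were checked first. Xist, the RNA that coats the inactive X, was at 280 to 1210 CPM in libraries labelled female and at 0.0874 to 17.3 CPM in those labelled male. The summed counts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were 176 to 271 CPM in males and at most 6.35 CPM in females, so each label matched its library.

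Expression of Smchd1 (ENSMUSG00000024054, chromosome 17, 71344489 to 71475343, GRCm38) was examined in every embryo as a check of the genotypes. Smchd1 was at 149 ± 22.2 CPM (SD, n = 21) in Smchd1^wt and 88.9 ± 13.2 CPM (SD, n = 16) in Smchd1^matΔ embryos. Each of the 16 Smchd1^matΔ embryos lay below the Smchd1^wt mean of its own stage. The log2 fold change over all stages was -0.74 (SE 0.074, adjusted p = 1.27e-07, edgeR's quasi-likelihood test). Across the 44 alternative settings compared for it, it stayed between -0.79 and -0.69, with adjusted p-values of at most 2.85e-05. These settings did not include females alone, the removal of the filter, the surrogate variable, or libraries under 5e6 counts left out. The genotypes did not separate completely, since the highest Smchd1^matΔ value was 113 CPM and the lowest Smchd1^wt value 105 CPM.

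**Figure D1:**
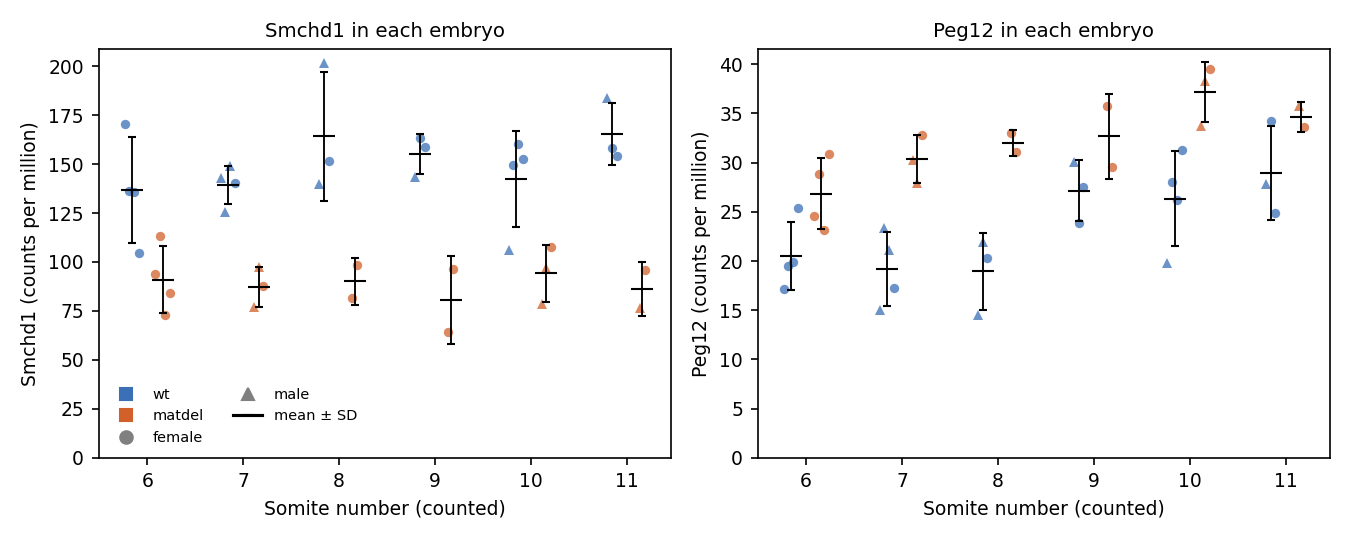
Smchd1 (left) and Peg12 (right) in CPM for each embryo by counted somite number, with Smchd1^wt in blue, Smchd1^matΔ (matdel) in orange, females as circles, males as triangles, and the mean ± SD of each group as bars. All 16 Smchd1^matΔ embryos lie below the Smchd1^wt mean of their stage for Smchd1 and above it for Peg12.

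To determine the extent of differential expression at each somite number, genotypes were compared within single stages. No gene passed the adjusted threshold at any stage. At an unadjusted p-value under 0.05 there were 786 genes at 6 somites, 705 at 7, 421 at 8, 174 at 9, 84 at 10 and 1327 at 11 somites, out of 14191 to 15332 genes tested. Without the pair of libraries rich in ribosomal RNA counts, 361 of 14819 genes had an unadjusted p-value under 0.05 at 6 somites and 0 passed the adjusted threshold. The unadjusted counts depended on single libraries. At 6 somites the count was 397 without Smchd1^wt replicate 2 and 1567 without Smchd1^matΔ replicate 3, the shallowest library. At 7 somites it was 436 without Smchd1^matΔ replicate 2 and 1138 without Smchd1^wt replicate 3, and at 8 somites 258 without Smchd1^wt replicate 3 and 921 without Smchd1^wt replicate 2. At 9 somites it was 67 without Smchd1^wt replicate 3 and 287 without Smchd1^wt replicate 1, and at 10 somites 45 without Smchd1^matΔ replicate 3 and 332 without Smchd1^matΔ replicate 1. At 11 somites it was 844 without Smchd1^wt replicate 3 and 1803 without Smchd1^wt replicate 2. With sex as a covariate it was 1974 at 10 somites. Among counts past the adjusted threshold, those at 6, 8 and 11 somites moved most when the filter on low counts was removed, to 7, 186 and 172 genes. At 7 somites the edgeR exact test gave the most, 3 genes, and at 9 somites the replicate number as a block, 5 genes. The adjusted count at 8 somites also rested on a single library, with 7 genes when Smchd1^wt replicate 3 was left out.

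Stages were then grouped into windows of 6 to 8 and 9 to 11 somites, with stage and sex in the model. Smchd1 was the 1 gene past the threshold in each window, among 14495 and 14909 genes tested, and 1178 and 261 genes had an unadjusted p-value under 0.05. The log2 fold change of Smchd1 was -0.66 (SE 0.096, adjusted p = 0.00831) at 6 to 8 somites and -0.78 (SE 0.11, adjusted p = 0.0231) at 9 to 11 somites. At 6 to 8 somites its adjusted p-value rose to 0.0756 without Smchd1^wt replicate 4 and to 0.0723 without Smchd1^matΔ replicate 1, both of 7 somites, within a range of 1.87e-07 to 0.371 over its alternatives. In the later window, where the range was 3.25e-08 to 0.155, Smchd1 lost its adjusted significance in 11 of the 17 fits that each left out an embryo. The largest count at 6 to 8 somites came from adding the 3 marker list scores as covariates, an alternative chosen after the data were seen, which gave 44 genes.

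Over all stages 2 of 14733 genes passed the threshold, and 834 had an unadjusted p-value under 0.05. Smchd1 was lower, and Peg12 (ENSMUSG00000070526, chromosome 7, 62461871 to 62464510, GRCm38) was higher. Peg12 is a single-exon imprinted gene that is expressed from the paternal allele. It was at 23.3 ± 5.37 CPM (SD, n = 21) in Smchd1^wt and 31.8 ± 4.48 CPM (SD, n = 16) in Smchd1^matΔ embryos. Its log2 fold change was 0.48 (SE 0.072, adjusted p = 6.39e-04), and each of the 16 Smchd1^matΔ embryos lay above the Smchd1^wt mean of its stage. The adjusted p-value of Peg12 ranged from 2.54e-07 to 0.140 over the alternatives, and it was 0.140 when the 24 female embryos alone were fitted. Within the windows the log2 fold change of Peg12 was 0.58 (SE 0.11, adjusted p = 0.186) at 6 to 8 somites and 0.36 (SE 0.099, adjusted p = 1) at 9 to 11 somites. The adjusted p-value of Peg12 at 6 to 8 somites ranged from 3.90e-04 to 0.569 over the alternatives, and was 3.90e-04 under the Wald test of DESeq2. The windows were chosen for Peg12 after its values were seen.

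The genotype effect was not found to differ between the windows for any gene. In the test of that difference 0 genes passed the threshold and 495 had an unadjusted p-value under 0.05. When Smchd1^wt replicate 1 at 10 somites was left out, 2 genes passed (Lrig3 and Rgma, named after their values were seen). The difference in slope on somite number between genotypes likewise gave 0 genes, with 540 at an unadjusted p-value under 0.05, although 39 passed when no filter on low counts was used.

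As a measure of developmental change across the series, expression was regressed on somite number in the 21 Smchd1^wt embryos. Of 15667 genes, 1036 changed with somite number, 480 rising and 556 falling, and 3347 had an unadjusted p-value under 0.05. The rising genes with the smallest adjusted p-values were 2610528A11Rik, Btg2, Klhl6, Hoxd8 and Sqle, with log2 slopes of 0.19 to 0.46 per somite. The falling genes were Cfc1, Tcfl5, Rxrg, Nefl and Nefm, with slopes of -0.68 to -0.23 per somite. 2610528A11Rik (chromosome 14, 37102140 to 37114022) rose by 0.46 per somite (SE 0.045, adjusted p = 3.82e-06), and Cfc1 (chromosome 1, 34535648 to 34544313) fell by 0.68 per somite (SE 0.067, adjusted p = 3.82e-06). Nefl and Nefm overlap in the genome on opposite strands, so their counts may share reads and they are uncertain as separate genes. The count depended on a single library, rising to 1971 genes without Smchd1^wt replicate 1 at 10 somites and falling to 687 without Smchd1^wt replicate 1 at 11 somites.

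Sex was tested in the model of all stages because it was not balanced between genotypes. There were 32 genes with a sex difference, 22 lower and 10 higher in males, and 481 had an unadjusted p-value under 0.05. When X and Y genes were left out, 1 gene remained. The 5 lower genes with the smallest adjusted p-values were Tsix, Xist, Gm26992, Fnd3c2 and Slc25a53. The 5 higher genes were Ddx3y, Eif2s3y, Uty, Firre and 1810030O07Rik. Xist was at 707 ± 220 CPM (SD, n = 24) in females and 3.77 ± 4.95 CPM (SD, n = 13) in males. Ddx3y was at 0.684 ± 0.892 CPM (SD, n = 24) in females and 84.0 ± 22.4 CPM (SD, n = 13) in males. Tsix and Gm26992 overlap Xist on the opposite strand, so their counts include an unknown part of Xist reads.

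Expression of the Hox genes was then compared as a class, because the study asked whether anterior Hox genes are activated early without maternal SMCHD1. All 27 genes of the Hox1-9 paralogues and 8 of the 12 Hox10-13 genes were expressed. Scores were means of the deposited log2 RPKM. At 6 somites the Hox1-9 score was 3.76 ± 0.091 (SD, n = 4) in Smchd1^wt and 3.62 ± 0.15 (SD, n = 4) in Smchd1^matΔ embryos, a difference of -0.15 against an SD within groups of 0.12 (p = 0.171, exact permutation test). The smallest p-value that this design allows is 0.0286, which was reached when Smchd1^matΔ replicate 4 was left out (difference -0.21, p = 0.0286, exact permutation test). Without the pair of libraries rich in ribosomal RNA counts the difference at 6 somites was -0.03. The differences at the other stages were 0.04 at 7 somites (p = 0.743), 0.13 at 8 somites (p = 0.4), -0.05 at 9 somites (p = 0.2), 0.09 at 10 somites (p = 0.771) and 0.14 at 11 somites (p = 0.4), each by an exact permutation test. The 3 against 2 embryos at 8, 9 and 11 somites cannot go below p = 0.1 in an exact permutation test. Single libraries set the direction at 7 somites, where the difference was -0.04 without Smchd1^wt replicate 4, and at 10 somites, where it was -0.04 without Smchd1^wt replicate 1. At 11 somites it was 0.06 without Smchd1^wt replicate 1. At 8 somites it was 0.08 without Smchd1^wt replicate 3 and 0.19 without Smchd1^wt replicate 2. In the windows, the difference was -0.01 (p = 0.835) at 6 to 8 somites and 0.06 (p = 0.458) at 9 to 11 somites by exact permutation tests, and without the libraries rich in ribosomal RNA counts it was 0.04 at 6 to 8 somites. The change between windows was 0.08 (p = 0.448, permutation test), and 0.03 without Smchd1^wt replicate 1 at 10 somites. Over all stages the difference was 0.02 (p = 0.665, permutation test). The difference exceeded the SD within groups at 6, 8, 9 and 11 somites, where that SD was 0.12, 0.097, 0.022 and 0.13, but with all embryos none of these differences had a p-value under 0.05 in its permutation test. After adjustment over the 13 score comparisons the smallest p-value was 0.678.

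Paralogues Hox2-7 at 10 and 11 somites were singled out by the study on these embryos, so a test of them here is not independent evidence. Their score was 3.52 ± 0.18 (SD, n = 7) in Smchd1^wt and 3.67 ± 0.15 (SD, n = 5) in Smchd1^matΔ embryos, a difference of 0.15 (p = 0.183, exact permutation test). The difference was 0.10 when Smchd1^wt replicate 1 at 10 somites was left out, and 0.07 in female embryos alone. The Hox10-13 score differed by -0.70 (p = 0.209, exact permutation test) at 6 to 8 somites and by 0.05 (p = 0.850, exact permutation test) at 9 to 11 somites. A single library decided much of the early value, which was -0.24 without Smchd1^matΔ replicate 2 at 8 somites. Of the 296 values behind the Hox10-13 scores, 17 came from 0 counts. These were listed at log2 RPKM values from -5.86 to -0.95. Whether those values depended on the depth of the library was not tested. Where genes had 0 counts, the Hox10-13 score may therefore not be comparable between shallow and deep libraries. In the Hox1-9 scores 2 of 999 values came from 0 counts.

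**Figure D2:**
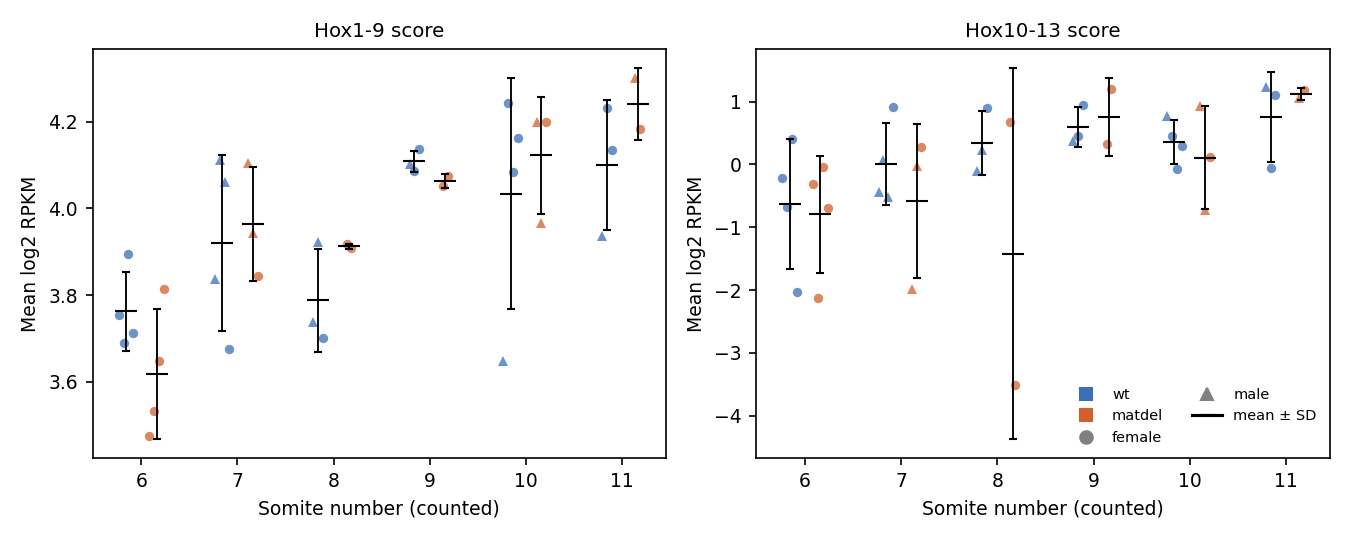
Mean log2 RPKM of the 27 Hox1-9 genes (left) and of the 8 expressed Hox10-13 genes (right) in each embryo by counted somite number, with Smchd1^wt in blue, Smchd1^matΔ (matdel) in orange, females as circles, males as triangles, and bars for the mean ± SD of each group. The genotypes overlap in both windows, and the Hox1-9 difference at 6 somites is -0.15 with all libraries.

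Single Hox genes were also examined. None passed the threshold in any comparison of genotypes, either over all genes or adjusted over the list alone. At an unadjusted p-value under 0.05 there were 4 of 34 Hox genes at 6 to 8 somites, 3 of 35 at 9 to 11 somites, 1 of 34 over all stages, and 2 of 34 in the difference between windows. The gene with the smallest p-value at 6 to 8 somites was Hoxd8 (chromosome 2, 74704615 to 74707933), with a log2 fold change of -0.46 (SE 0.16, adjusted p = 0.476 over all genes and 0.174 over the list alone). Hoxd8 was at -0.31 (adjusted p = 0.677) without the pair of libraries rich in ribosomal RNA counts and at -0.67 (adjusted p = 0.0405) with the marker list scores as covariates, within a range of adjusted p-values of 0.0405 to 0.785 over its alternatives. At 9 to 11 somites it was Hoxc6 (chromosome 15, 102998257 to 103011881), with a log2 fold change of 0.23 (SE 0.094, adjusted p = 1 over all genes and 0.372 over the list alone). Hoxd8 and Hoxc6 were singled out after their values were seen. For Hoxc6 the paper also reports in situ hybridisation of older embryos. Most Smchd1^matΔ embryos, but no control, stained anterior to the normal boundary there. At 9 to 11 somites 29 of 35 Hox genes had a positive log2 fold change, and at 6 to 8 somites 13 of 34 did. Neighbouring Hox genes are regulated together, so these numbers have no test of their own. The Hox clusters hold antisense transcripts, and counts that are not strand-specific include an unknown part of their reads.

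By contrast, 10 of 35 Hox genes changed with somite number in Smchd1^wt embryos over all genes tested, and 14 when adjusted over the list alone. Hoxd8 rose by 0.30 per somite (SE 0.036, adjusted p = 2.66e-05), and Hoxc9 rose by 0.39 per somite (SE 0.049, adjusted p = 3.59e-05).

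Gene sets with a known link to SMCHD1 were tested next. Genes of chromosome X, excluding Xist, had a median log2 fold change of -0.03 in females (502 genes, adjusted p = 0.503 over 4 sets, camera of limma). In males the median was -0.07 (498 genes, adjusted p = 0.00808, camera of limma). The result in males did not hold with an estimated correlation (p = 0.150) or under fry (p = 0.166), and rested on the embryos with 11 somites, with p = 0.355 when the 1 Smchd1^wt male of that stage was left out and p = 0.349 without the 1 Smchd1^matΔ male. The difference between the sexes was not tested. Imprinted genes showed no shared direction (52 of the 61 listed genes past the filter, 26 higher and 26 lower, adjusted p = 0.736, camera of limma). Among them Peg12 passed the threshold over all genes, and Peg12 and Ndn passed when adjusted over the list alone. An unadjusted p-value under 0.05 was found for 11 of the 52, in both directions, against 5.66% of all genes, which a test for a shared direction does not address.

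The clustered protocadherins had a median log2 fold change of -0.05, with 34 of 34 genes lower in Smchd1^matΔ embryos (adjusted p = 9.02e-07, camera of limma). This did not hold with an estimated correlation (p = 0.130) or under fry (p = 0.113). No single protocadherin had an unadjusted p-value under 0.05. The 34 genes are uncertain as separate genes. Members of a cluster share their last exons, and their counts rose and fell together across embryos. The 13 Pcdha genes had total counts of 1701 to 2805 and the 21 Pcdhg genes 47844 to 74830, and the median correlation across embryos between genes was 0.999 within Pcdha and 0.994 within Pcdhg. No Pcdhb gene passed the filter. The set therefore amounts to a pair of measurements.

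To address whether genotypes differed in developmental age at the same counted somite number, a somite number was estimated for each embryo from 200 genes. In the 21 Smchd1^wt embryos, each left out of its own fit, the estimate followed the counted somite number with Pearson's r of 0.862 and Spearman's rho of 0.847 (p = 1e-05 for each, the smallest that 100000 permutations can give), and r was 0.833 without the 2 embryos farthest from the median somite number. The estimate minus the count was lower in Smchd1^matΔ than in Smchd1^wt embryos by an average of -0.322 somites, within a spread between embryos of one group of 0.964 (SD, p = 0.292, permutation test within stages). The average was -0.20 without Smchd1^wt replicate 2 at 7 somites and -0.19 when 1000 genes were used. It was not even over stages, and single stages were not tested. At 6 somites Smchd1^matΔ embryos were at -1.42, -0.52, -1.19 and -0.05, against -0.33 to 0.95 in Smchd1^wt. At 10 somites they were at -0.07 to 0.18, against -1.93 to 1.23 in Smchd1^wt.

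**Figure D3:**
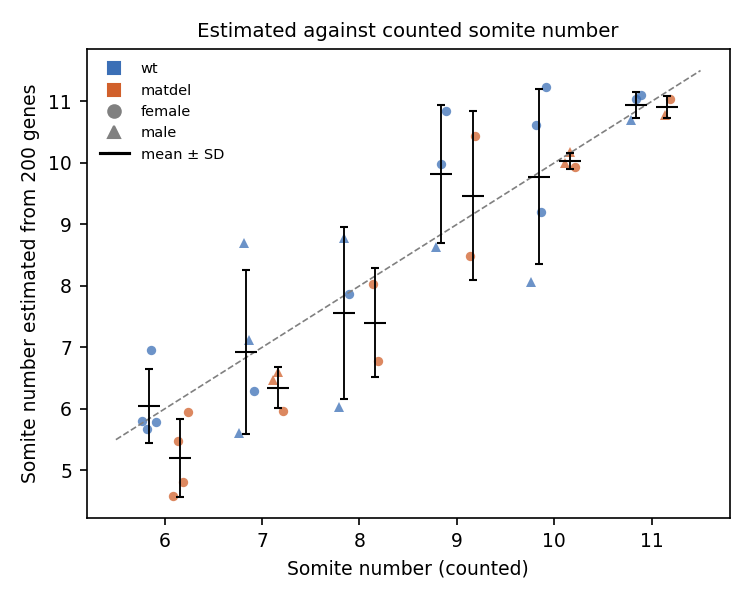
Somite number estimated from 200 genes against counted somite number for each embryo, with Smchd1^wt in blue, Smchd1^matΔ (matdel) in orange, females as circles, males as triangles, bars for the mean ± SD of each group, and a dashed line where both numbers are equal. The estimate follows the count in Smchd1^wt embryos with r of 0.862, and the genotypes differ by -0.322 somites.

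The authors' deposited table lists 0 genes at 6 somites, 5 at 7, 9 at 8, 1 at 9, 0 at 10 and 19 at 11 somites, 7 genes at 6 to 8 somites and 3 at 9 to 11 somites. Not all of these genes were tested here, with 3 of 5 at 7 somites, 5 of 7 at 6 to 8 somites and 1 of 3 at 9 to 11 somites. All genes of the authors' deposited table that were tested here had the same direction here and an unadjusted p-value under 0.05, and Smchd1 in the windows was the only one with an adjusted p-value under 0.05. Of the 9 genes in the authors' deposited table at 8 somites, 4 are Y-linked, where the embryos of the 2 genotypes differ in sex. At 10 somites the authors' deposited table gives 3 control embryos where the labels give 4.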

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

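Neither test in this part was chosen after its result was seen. In Smchd1^wt embryos at 6 somites, replicate 3 lay apart from the other 3 embryos in 2 of the measures examined. Its estimated minus counted somite number was 0.953, against -0.332 to -0.20 in the others. Its score for the list of erythroid genes was 1.83, against 1.35 to 1.43 in the others. Among 54 combinations of measure and group examined, 2 held such an embryo and 2.7 are expected by chance, so these values are no more frequent than chance gives.

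An embryo older than its somite count may give both values. Its Hox10-13 score of 0.407 was the highest of the group, where the others were at -0.217, -0.672 and -2.03, but a single embryo cannot decide, and the Hox10-13 scores of the others spread widely. Transcripts of the listed cell types in the somite estimate could also raise it. None of the 31 marker genes was among the 200 genes used, so the estimate was again 0.953 without them and this test cannot tell. The explanations cannot be told apart with 1 embryo. By the labels the embryo shares its genotype, somite number and sex with the others of its group.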

How the results depend on the processing

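The 59 results were recomputed under 1722 alternative settings, counting each result with each setting. Of these, 1628 kept their direction and side of the threshold, stayed within 1.5 times for a count, or, for a value with no test, moved by less than the SD between embryos. Another 44 were weaker, 31 stronger, 2 moved and 17 reversed. Among the 27 results on single genes, 18 settings were weaker, 6 stronger and 0 reversed. The fits with marker scores, with ribosomal RNA share or without the libraries rich in it, and the embryos left out for gene sets, were chosen after seeing the data. Some values with no test changed sign within that SD, namely the Hox1-9 difference at 7 somites with the replicate block (-0.039) and those at 7 and 10 somites given with the embryos left out. Unless a cause is given, the cause was not tested.

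Without a filter on low counts there were 7 genes at 6 somites, 1 at 7, 186 at 8, 172 at 11, 39 at 6 to 8 somites, and 39 in the difference of slopes. The Wald test of DESeq2 gave 2 genes at 7 somites, 1 at 8, 14 at 11, 37 at 6 to 8 somites and 1556 for somite number in Smchd1^wt embryos. The edgeR exact test gave 3 genes at 7 somites, 9 at 8, 1 at 9 and 22 at 11. Without the sex covariate there were 2 genes at 6 to 8 somites, and with the marker scores 44. With ribosomal RNA share as a covariate there were 0 genes at 9 to 11 somites, where Smchd1 had an adjusted p-value of 0.057. Female embryos alone gave 1 gene over all stages, from fewer embryos. With X and Y genes left out, 1 gene differed by sex, by construction.

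With the replicate number as a block there were 2 genes at 7 somites, 11 at 8, 5 at 9, 0 at 6 to 8 somites, 0 at 9 to 11 somites and 1 over all stages. The numbers do not pair embryos. Of 16 pairs with the same number, 4 had a correlation over 0.1, within a range of -0.292 to 0.651, so these counts are no measure of a smaller effect.

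For X genes in males p was 0.150 with an estimated correlation and 0.166 under fry, and for protocadherins 0.130 and 0.113. The estimated correlation between genes was 0.036 for the X genes and 0.41 for the protocadherins, above the preset 0.01. The cause of the change under fry was not tested. The imprinted set turned from higher to lower (set p-value 0.755) without the libraries rich in ribosomal RNA counts, and also without Smchd1^wt replicate 1 (0.911) or Smchd1^matΔ replicate 1 at 9 somites (0.876), or Smchd1^wt replicate 2 at 11 somites (0.578).

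The Hox1-9 difference was 0.0886 with the median over genes at 9 somites and -0.00049 in females at 11 somites. At 6 to 8 somites it turned positive with the median over genes (0.014) and without the libraries rich in ribosomal RNA counts (0.043). It turned negative in females at 9 to 11 somites (-0.0087) and over all stages (-0.015).

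Leaving out 1 embryo at a time gave 0 to 7 genes at 8 somites, 0 to 2 at 6 to 8 somites (0 without Smchd1^wt replicate 4 or Smchd1^matΔ replicate 1 at 7 somites, 2 without Smchd1^wt replicate 4 at 6 somites), 0 to 1 at 9 to 11 somites, 2 to 3 over all stages, 0 to 2 in the difference between windows, 687 to 1971 for somite number and 27 to 36 for sex. The other single stages and the difference of slopes stayed at 0 genes. Set p-values ran from 7.01e-05 to 0.355 for X genes in males, 0.105 to 0.967 in females, 0.347 to 0.998 for imprinted genes and 1.97e-12 to 2.86e-04 for protocadherins. The Hox1-9 difference ran from -0.21 to -0.097 at 6 somites, -0.039 (without Smchd1^wt replicate 4) to 0.11 at 7 somites, -0.04 (without Smchd1^wt replicate 1) to 0.17 at 10 somites, 0.058 (without Smchd1^wt replicate 1) to 0.20 at 11 somites, -0.042 to 0.012 at 6 to 8 somites and 0.014 to 0.09 at 9 to 11 somites. At 6 to 8 somites it turned positive without Smchd1^wt replicate 3 (0.011), Smchd1^matΔ replicate 1 (0.012) or Smchd1^matΔ replicate 2 (0.0049) of 6 somites, or Smchd1^wt replicate 2 of 7 somites (0.0039). The change between windows ran from 0.027 (without Smchd1^wt replicate 1 at 10 somites) to 0.11, and was 0.022 without the libraries rich in ribosomal RNA counts, 0.012 in females and 0.15 with the replicate block. The estimated somite difference ran from -0.43 (without Smchd1^wt replicate 2 at 11 somites) to -0.20. Over all stages the Hox1-9 difference ran from -0.0016 (without Smchd1^wt replicate 1 at 10 somites) to 0.037. The Hox10-13 difference at 9 to 11 somites ran from -0.0698 to 0.23, and was negative without Smchd1^matΔ replicate 2 at 9 somites (-0.053), Smchd1^matΔ replicate 1 at 10 somites (-0.064), or replicate 2 at 11 somites of Smchd1^wt (-0.0698) or Smchd1^matΔ (-0.0016).

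Not run were single-stage counts without a Smchd1^matΔ embryo at 8, 9 or 11 somites, which would leave 1, and Hox scores in females at 6 somites, where all embryos are female.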

Other observations

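Chosen only after the result was seen were the tests of the erythroid genes, of the protocadherins, of the Hox1-9 score at 6 somites, of Smchd1 dose and of X homologues, and for Peg12 those of single libraries and of its imprinted neighbours.

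Where each group had at least 3 embryos, the embryos were also split in other ways into groups of the same sizes, which leaves out 8, 9 and 11 somites. With 0 genes found, all 35 of 35 splits gave as many at 6, at 7 and at 10 somites, as did 100 of 100 for the difference between windows and 100 of 100 for the difference of slopes. At 6 to 8 somites 4 of 100 splits gave as many genes as the real one, at 9 to 11 somites 3 of 100, and over all stages 2 of 100. These counts include the real split. For somite number in Smchd1^wt embryos and for sex it was 1 of 100 each, the real one. Single other splits gave far more genes than the real one in some comparisons. The most were 2 at 6 to 8 somites, 173 at 9 to 11 somites, 91 over all stages and 219 at 10 somites. A camera p-value as small was found in 66 of 100 splits for X genes in females, 14 of 60 in males, 82 of 100 for imprinted genes and 12 of 100 for protocadherins. The low p-values of the X genes in males and of the protocadherins are therefore within what other splits of these embryos gave.

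Peg12 was higher in Smchd1^matΔ embryos at 6 of 6 stages. Several technical explanations are argued against by the tables. There were 0 annotated genes with exons over those of Peg12, so exon reads of annotated overlapping genes are excluded. With the scores of the 3 marker lists as covariates, the adjusted p-value was 1.51e-04, which argues against varying amounts of the listed cells. Other cell types were not covered by these lists. The adjusted p-value was at most 0.0032 when any 1 embryo was left out, which argues against a single library. Over all alternatives it ranged from 2.54e-07 to 0.140. A strain variant near Peg12 stays open on the maternal side. By the study's methods the fathers of the control and deletion crosses were both Castaneus, so the expressed paternal allele should not differ by strain. Of 8 other tested genes nearby that are not imprinted, 0 had an unadjusted p-value under 0.05, where 5.66% of all genes did, but a variant acting on Peg12 alone would leave them unchanged. A shared change of the imprinted genes beside Peg12 may also be involved. Of 3 neighbours, 3 were higher at an unadjusted p-value under 0.05, namely Mkrn3 (log2 fold change 0.29, SE 0.13), Magel2 (0.28, SE 0.13) and Ndn (0.21, SE 0.051), with adjusted p-values over all genes of 0.864, 0.864 and 0.46. No difference larger than its error was detectable for Snrpn (0.0067, SE 0.043), and Ube3a was lower (-0.11, SE 0.084) without passing an unadjusted p-value of 0.05. The missing maternal SMCHD1 itself and the embryo's own lower Smchd1 dose remain among the open explanations. All Smchd1^matΔ embryos had both, so the design cannot tell them apart.

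The log2 fold change of Smchd1 had a 95% interval of -0.89 to -0.59, or 60% of Smchd1^wt by the point value. Loss of 1 of 2 equal copies with no other change predicts -1, outside the interval (lower bound -0.89), so it is not the whole of the pattern. Reads from a deleted allele that is still transcribed were not tested.

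The erythroid genes were higher in Smchd1^matΔ embryos at 11 somites for 16 of 16 genes, with a median log2 fold change of 1.74 in 3 against 2 embryos. The list was written after the authors' deposited table was seen, which holds 12 of the genes. Of the 4 listed genes outside it, 4 were higher, by 1.12 to 1.81, as blood cells carried over in varying amounts could produce. Whether a genotype effect had the same direction at every stage cannot be told from the scores. The erythroid score was lower in Smchd1^matΔ embryos at 3 of 6 stages, with differences from -1.69 at 8 somites to 1.52 at 11 somites. At 8 somites, however, Smchd1^wt embryos ranged from 1.52 to 4.53, and Smchd1^matΔ embryos were at 0.92 and 2.17, so the genotypes overlapped. An effect at 11 somites alone also stays open. Over all stages the score differences were -0.02 for the erythroid list (p = 0.948), -0.17 for the endoderm list (p = 0.746) and -0.23 for the trophoblast list (p = 0.304), by permutation tests. Summed over each list, erythroid genes were at 11.4 to 4396 CPM, endoderm genes at 13.9 to 4959 CPM and trophoblast genes at 0 to 337 CPM. All 16 erythroid and 13 endoderm genes passed the filter, and 4 of 10 trophoblast genes.

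The protocadherins were all lower, and reads of shared exons counted for several genes are a candidate cause of that unanimity. The median correlation between Pcdhg genes was 0.994 across embryos, so their directions are not independent. Whether the small shared decrease is real was not decided by this.

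The Hox1-9 score was lower in Smchd1^matΔ embryos at 6 somites by a difference of -0.15, and -0.031 without the pair of libraries rich in ribosomal RNA counts. These libraries may therefore account for most of it. In 807 of 8507 genes both libraries lay above or below all others of 6 to 8 somites, the second highest number among 190 pairs, where the median pair had 41.5. The pair with most, 1186 genes, was Smchd1^matΔ replicate 3 at 6 somites and Smchd1^wt replicate 2 at 8 somites. Whether Hox1-9 scores fall wherever the locus takes more counts could not be told from the other 35 libraries. Within groups Pearson's r was -0.38 (p = 0.118) and Spearman's rho -0.31 (p = 0.154), by permutation tests, and r was -0.20 without the 2 libraries farthest from the median. Since both libraries are of one group, a batch and the genotype cannot be told apart in this pair. Their estimated minus counted somite numbers were -1.42 and -0.52, and a younger age of these embryos was not separated from either.

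Of 24 female libraries, 12 held over 3 counts on the Y-linked genes, at most 2.88% of the median of males. Reads of X homologues are argued against as the whole cause, since 8 of the 23 female libraries with at least 5e6 counts held 0 such counts, the deepest with 21.1 in units of 1e6 counts. Male RNA in the female libraries could give these counts. The shares of Ddx3y (41.4%), Eif2s3y (29.6%) and Uty (20.7%) among the Y-linked counts lay inside the range of male libraries, so 3 of 4 genes did, while Kdm5d (8.19%) lay below its range of 10.5% to 16.7%. With 34 counts of Kdm5d this cannot tell.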
